# Regulatory subunits of PKA define an axis of cellular proliferation/differentiation in ovarian cancer cells

**DOI:** 10.1186/1755-8794-1-43

**Published:** 2008-09-26

**Authors:** Chris Cheadle, Maria Nesterova, Tonya Watkins, Kathleen C Barnes, John C Hall, Antony Rosen, Kevin G Becker, Yoon S Cho-Chung

## Abstract

**Background:**

The regulatory subunit of cAMP-dependent protein kinase (PKA) exists in two isoforms, RI and RII, which distinguish the PKA isozymes, type I (PKA-I) and type II (PKA-II). Evidence obtained from a variety of different experimental approaches has shown that the relative levels of type I and type II PKA in cells can play a major role in determining the balance between cell growth and differentiation. In order to characterize the effect of PKA type I and type II regulatory subunits on gene transcription at a global level, the PKA regulatory subunit genes for RIα and RIIβ were stably transfected into cells of the ovarian cancer cell line (OVCAR8).

**Results:**

RIα transfected cells exhibit hyper-proliferative growth and RIIβ transfected cells revert to a relatively quiescent state. Profiling by microarray revealed equally profound changes in gene expression between RIα, RIIβ, and parental OVCAR cells. Genes specifically up-regulated in RIα cells were highly enriched for pathways involved in cell growth while genes up-regulated in RIIβ cells were enriched for pathways involved in differentiation. A large group of genes (~3600) was regulated along an axis of proliferation/differentiation between RIα, parental, and RIIβ cells. RIα/wt and RIIβ/wt gene regulation was shown by two separate and distinct gene set analytical methods to be strongly cross-correlated with a generic model of cellular differentiation.

**Conclusion:**

Overexpression of PKA regulatory subunits in an ovarian cancer cell line dramatically influences the cell phenotype. The proliferation phenotype is strongly correlated with recently identified clinical biomarkers predictive of poor prognosis in ovarian cancer suggesting a possible pivotal role for PKA regulation in disease progression.

## Background

The critical role of cAMP acting as a second messenger and exerting control over the regulation of cell growth and differentiation in a wide variety of cell types has been well established [1-3]. Experimental evidence has shown that the selective modulation of two isoforms of cAMP-dependent protein kinase (PKA-I and PKA-II) act as positive and negative intracellular regulators [4], respectively, of cell growth. PKA-I is only transiently overexpressed in normal cells in response to the physiologic stimuli of cell proliferation while, in contrast, it is constitutively overexpressed in cancer cells and this over-expression is associated with poor prognosis in many different human cancers. The disruption of the normal balance between PKA isozymes is highly associated with tumorigenesis and tumor growth.

Global gene expression profiling by microarray has demonstrated that antisense suppression of RIα in PC3M prostate and LS-174T colon carcinoma cells, exogenously treated with RIα antisense oligonucleotides, simultaneously up-regulates RIIβ and down-regulates a wide range of genes involved in cell proliferation and transformation [5]. Conversely, the vector-mediated overexpression of RIIβ exhibits induction of differentiation genes along with the suppression of cell proliferation and can lead to a reversion of tumor phenotype. Thus, switching of PKA isozymes can cause tumor cells to undergo a phenotypic reversion of malignancy.

To investigate the molecular mechanisms of this phenomenon, ovarian carcinoma cells (OVCAR-8) were transfected with human genes encoding PKA RIα or RIIβ subunits. Ovarian cancer cells were chosen as a useful model system since cAMP-signaling has already been shown to be of vital importance for the normal functioning of the ovary [6]. RIIβ is hormonally up-regulated during follicular development with expression of RIIβ reaching a peak level at a highly differentiated state of follicle development in response to a luteinizing hormone (LH) surge and elevated intracellular concentrations of cAMP. The importance of the sequence of these events led us to expect a high sensitivity of ovarian cells to any modulations of the cAMP- dependent pathway, despite possible deregulation of this system in an established ovarian cancer cell line. Moreover, previous studies had showed the possibility of ovarian cancer cell growth inhibition with the use of RIα antisense oligonucleotides [7].

## Methods

### Materials

OVCAR-8, human ovarian cancer cells, were obtained from DCT-Tumor Repository (NCI – Frederick Cancer Research Center). Tissue culture reagents were purchased from (Invitrogen, Inc., Carlsbad, CA). Monoclonal antibody for RIα, RIIα, and RIIβ were purchased from BD Biosciences Pharmingen (San Diego, CA). Polyclonal antibodies for RAB25 were kindly provided by Dr. K. Cheng from MD Anderson Cancer Center, University of Taxes. All other antibodies were purchased from Santa Cruz Biotechnology, Inc. (Santa Cruz, CA). DOTAP was purchased from Roche Applied Science (Indianapolis, IN). PKA inhibitor H89 and Protease Inhibitor Cocktail I were obtained from EMD Biosciences (Darmstadt, Germany).

### Cell culture and treatment

OVCAR-8 cells were grown in RPMI Medium 1640 supplemented with 10% heat-inactivated fetal bovine serum, MEM non-essential amino acids, and antibiotic-antimycotic, in a humidified incubator (95% air and 5% CO_2_) at 37°C. The stable transfectants, containing retroviral vectors OT1521 or OT1529 with the internal inducible mouse metallothionine-1 (MT-1) promoter, and genes encoding PKA subunits RIα and RIIβ were obtained as previously described [8]. For maximal induction of PKA genes without cytotoxicity, cells were treated with 60 uM ZnSO_4 _for 6 days prior to the start of the experiment. To exclude other effects of Zn++, parental cells were treated with ZnSO_4 _in the same manner as transfected cells.

### Cell morphology studies

Whole-cell morphology was determined as previously described [9]. Briefly, cells were washed with PBS, fixed with 70% methanol and stained with Giemsa (BioRad, Hercules, CA) according to the manufacturer's instructions. After staining, the cells were viewed under the microscope.

### Western blotting

Western blot analysis of proteins in parental and transfected OVCAR-8 cells was performed as described earlier [9]. Briefly, cells were lysed by homogenization in 20 mM Tris-HCl, pH 7.5, 100 mM NaCl, 5 mM MgCl_2_, 1% NP40, 0.5% sodium deoxycholate, Protease Inhibitor Cocktail I with subsequent centrifugation at 10 000 rpm, 10 min, 4°C. Equal amounts of protein lysate were subjected to SDS-PAGE, transferred to nitrocellulose membranes, and probed with antibodies as indicated in figure legends. Complexes were visualized with the appropriate horseradish peroxidase-conjugated secondary antibody and developed by enhanced chemiluminescence procedure (Santa Cruz Biotechnology, Santa Cruz, CA).

### RNA purification, northern blot analysis, microarray probe labeling

Total RNA was extracted using the Trizol Reagent method (Invitrogen, Carlsbad, California 92008, cat. no. 15596-026). Northern blot analysis was performed as described earlier [8]. Additional purification was performed on RNAeasy columns (Qiagen, Valencia, CA 913555, cat. no. 74104). The quality of total RNA samples was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

RNA samples were labeled according to the manufacturers recommended protocols. In short, 0.5 μg of total RNA from each sample was labeled by using the Illumina RNA Amplification Kit (Ambion, Austin, TX 78744-1832, cat. no. I1755). Single stranded RNA (cRNA) was generated and labeled by incorporating biotin-16-UTP (Roche Diagnostics GmbH, Mannheim, Germany, cat. no. 11388908910). 0.85 ugs of biotin-labeled cRNA was hybridized (16 hours) to Illumina's Sentrix HumanRef-8 Expression BeadChips (Illumina, San Diego, CA 92121-1975, cat.no. 11201828). The hybridized biotinylated cRNA was detected with streptavidin-Cy3 and quantitated using Illumina's BeadStation 500GX Genetic Analysis Systems scanner.

For Affymetrix, 5 μg of total RNA from each sample was converted into double-stranded cDNA by using the SuperScript Choice system (Invitrogen) with an oligo-dT primer containing the T7 RNA polymerase promoter. The double-stranded cDNA was used in an *in vitro* transcription reaction using the BioArray RNA transcript labeling kit (Enzo Life Sciences, Inc., Farmingdale, NY 11735). 20 ugs of biotin-labeled cRNA was fragmented and hybridized (16 hours) to Affymetrix GeneChip^® ^Human Genome U133 Plus 2.0 Arrays. The hybridized biotinylated cRNA was detected with phycoerythrin-streptavidin and quantitated by scanning (Affymetrix GeneChip Scanner).

### Quantitative RT-PCR (QRT-PCR) analysis

Reverse transcription was performed using total RNA isolated from tissue or cells and processed with Applied Biosystems (Foster City, CA) High-Capacity cDNA Archive kit first-strand synthesis system for RT-PCR according to the manufacturer's protocol. QRT-PCR was performed using the TaqMan assay system from Applied Biosystems. All PCR amplifications were carried out in duplicate on an ABI Prism^® ^7300 Sequence Detection System, using a fluorogenic 5' nuclease assay (TaqMan^® ^probes). Probes and primers were designed and synthesized by Applied Biosystems. Relative gene expressions are calculated by using the 2^-ΔΔCt ^method, in which Ct indicates cycle threshold, the fractional cycle number where the fluorescent signal reaches detection threshold [10]. The normalized ΔCt value of each sample is calculated using a total of 3 endogenous control genes (gapdh, actb, and pgk1). Fold change values are presented as average fold change = 2^-(averageΔΔCt) ^for genes in treated relative to control samples. Error bars represent the SEM for multiple biological replicates.

### Array data analysis

Preliminary analysis of Illumina data was performed using Illumina BeadStudio software which returns the trimmed mean average intensity for each single gene probe type (non-normalized). Any gene consistently below a background threshold level of D = .98 for all samples was eliminated from further analysis. This background filter resulted in the removal of approximately 55% of all the genes on the Illumina array. Z-transformation for normalization was performed on the remaining 11,048 genes for each Illumina sample/array on a stand-alone basis [11] [see Additional File 1].

Affymetrix data in the form of CEL files was normalized by the RMA method [12,13] using the web-based Bioconductor software [12,14]. Probes close to or at background were eliminated if any probe stayed consistently in the lower (average) quartile for all assayed samples.

Significant changes in gene expression were calculated for either RIA or RIIB versus control by Z test [15,16]. In addition, the mean difference of all calculated changes in gene expression was expressed in units of standard deviation from the average change of all genes for that comparison and referred to as a Z ratio. Z ratios are a direct measure of the likelihood that an observed change is an outlier in an otherwise normal distribution and their use allows for the detection of large changes with high variance which might otherwise be missed by conventional significance testing. Significant genelists were calculated for all categories (RIA or RIIB, up or down, separately for both Affymetrix and Illumina data) by selecting genes which satisfied significance threshold criteria of Z test p- values less than or equal to 0.001 (10^-3^), a false discovery rate less than or equal to 0.1 [17], and a fold change ± 2 or greater, or a Z ratio value greater than ± 3.0 [see Additional File 2]. Proliferation/differentiation genes were computed by the simple criteria that their average gene expression was either RIα > Control > RIIβ (proliferation) or RIα < Control < RIIβ (differentiation) [see Additional File 3].

In order to combine data from both Affymetrix and the Illumina gene expression arrays, we first mapped the gene annotations for each platform to the Human Genome Organization (HUGO) human gene symbols and names. Only genes with a positive identification to a HUGO gene were retained and this list was trimmed further to remove genes consistently at or below background as measured for either platform (as described above). Finally, duplicate gene probes were averaged leaving a core group of 7,170 genes common to both platforms, identified and used in subsequent analyses.

The myotube formation dataset was derived from a total of 48 samples corresponding to a time course of nine days of cells in culture following serum withdrawal (John Hall, personal communication). A minimum of 5 replicates at each time point were tested. In addition, cells were tested with and without gamma interferon as an internal control. A total of 8,446 genes were identified as being present and which had a clear functional annotation and were retained for further analysis. Significant changes in gene expression were calculated by the criteria outlined above by either comparing the average gene expression of the entire time course (day 1–day 9) or the interferon treated cells to the average gene expression at baseline.

Hierarchical clustering was performed using the Cluster and TreeView software programs, developed at Stanford University [18]. The clustering algorithm was set to complete linkage clustering using the uncentered Pearson correlation.

### GSMA, GSEA, and functional annotation

Gene Set Matrix Analysis (GSMA) [19] was performed using the median differences for differentially expressed genes tested against genesets derived from a variety of sources (for example, the Pathway genelists were originally obtained from the Gene Set Enrichment Analysis (GSEA) website maintained by the Broad Institute @ .

PAGE calculations [20] were automatically derived using a custom script for the GSMA algorithm implemented in JMP (v6.0) the statistical analysis software from the SAS Institute (Cary, NC), according to the formula:

Z = (Sm - μ)*m^1/2^/σ

where **Sm **is the median of Z ratio values of genes for a given gene set and the size of the given gene set is **m**. The median of total Z ratio values (**μ**) and standard deviation of total Z ratio values (**σ**) of a given microarray data set were calculated for all genes between two experimental groups.

A variation of this procedure is the substitution of different gene expression change measures such as fold changes, logratios, or p-values, so, for example, both z ratios and the log of fold changes were independently tested in GSMA for both Affymetrix and Illumina measurements [see Additional File 4]. These measurements were shown to give highly concordant results at the gene set level.

Z ratios were used as the gene expression change metric to test the OVCAR significantly regulated genelists by GSMA against the myoblast-myotube dataset. The top 250 genes (by z ratio) of each significant genelist for either RIα or RIIβ regulated genes were used for both GSMA and GSEA analysis.

Functional annotation was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID), NIAID/NIH [21,22].

## Results

### Overexpression of PKA subunits

To study the role of PKA isozymes in the regulation of cell proliferation *in vitro*, OVCAR-8 human ovarian cancer cells were transduced with retroviral vectors containing human PKA subunit genes, including the coding sequences for RIα, RIIα, RIIβ, and the catalytic subunit Cα. As shown in Figure 1A, a marked increase was seen for the mRNA levels of PKA subunits in transfectants, while in cells receiving the control vector, the subunit mRNA levels remained unchanged compared with the parental cells. Similarly, Western blot analysis (as shown in Figure 1B) confirmed the specific overexpression of PKA subunit proteins as compared with the parental cells.

**Figure 1:**
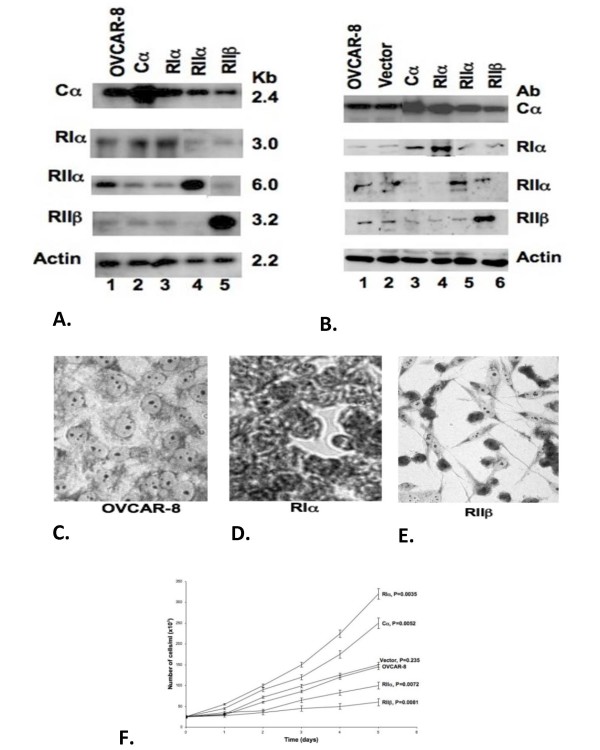
**PKA subunit overexpression in human ovarian cancer cells (OVCAR8).** 1A. Northern blot analysis of transfectants: parental cells, vector only, Cα PKA catalytic subunit, RIα, RIIα, RIIβ regulatory subunits as indicated. 1B. Western blot analysis – same transfectants. 1C. OVCAR 8 parental cells in culture. 1D. RIα-transfected cells in culture. 1E. RIIβ-transfected cells in culture. 1F. Growth response curves for PKA subunit transfectants.

We next examined the growth properties of the PKA subunit gene transfectants *in vitro* and determined that in monolayer culture, as expected, RIIβ transfectants showed a dramatic growth inhibition while, in contrast, RIα transfectants grew at a much faster rate than parental control cells (Figure 1C–F). These results were not surprising in light of the fact that it had been previously demonstrated that blockade of PKA-I protein with RIα antisense oligonucleotides causes arrest of tumor cell growth, induces apoptosis, inhibits tyrosine kinase signaling, and blocks changes in cell morphology [7,23-27] while, conversely, preferential expression of PKA-II is found in normal non-proliferating tissues as well as in growth-arrested cells [28,29].

RIα and RIIβ PKA subunit transfected cells were chosen for further characterization based upon their distinct and diametrically opposed phenotypes relative to each other and to their parental (OVCAR) cell line. The cellular morphology of RIα, parental, and RIIβ cells appeared to define an axis which in the parental to RIα direction leads to uncontrolled cell growth and proliferation and in the parental to RIIβ direction leads to apparent cellular differentiation and quiescence. We set out to determine whether this axis could be defined at the molecular level, on the basis of changes in global gene expression.

### Microarray analysis of subunit gene expression

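OVCAR8 is a human ovarian cancer cell line, and protein kinase A (PKA) is the cAMP-dependent kinase whose regulatory subunits RIα and RIIβ were introduced into it by retroviral vectors with a metallothionein promoter that zinc induces. The gene of RIIβ, PRKAR2B, was at 13.76 ± 0.18 (SD, n = 3, log2 scale) in the RIIβ transfectants and at 8.54 ± 0.16 (SD, n = 3) in parental cells, a log2 fold change of 5.22 (standard error 0.22, adjusted p = 2.4e-07). In the RIα transfectants PRKAR2B rose by 1.19 (adjusted p = 0.0033). The gene of RIα, PRKAR1A, was at 9.49 ± 0.10 (SD, n = 3) in the RIα transfectants and at 9.45 ± 0.10 (SD, n = 3) in parental cells (log2 fold change 0.04, standard error 0.12, adjusted p = 0.87). The introduced genes hold coding sequences, and where the 4 PRKAR1A probe sets lie in the mRNA was not determined, so this value does not check the label RIα. The paper's Northern and Western blots (Fig. 1A and 1B) show more of each subunit in its transfectants. Of the 11 genes of PKA subunits and inhibitors, 2 rose and 2 fell in RIα cells, and 2 rose and 1 fell in RIIβ cells, with the same counts when adjusted over the list alone.
Total RNA of parental, RIα and RIIβ cells was hybridised to 9 Affymetrix U133 Plus 2.0 arrays, 3 biological replicates per group. All groups, parental cells included, had received 60 μM zinc sulfate for 6 days. The deposited values are log2 values that the authors made by RMA, which subtracts background, quantile normalizes the arrays and gives 1 value per probe set. The methods name web-based Bioconductor software for this step and the submitters' processing notes name Affymetrix Expression Console. The 25th percentile of the arrays lay between 4.90 and 5.04. Probe sets below the 25th percentile of their array on all 9 arrays were left out, after the paper, and the 44525 retained ones gave 17993 genes, with the probe sets of a gene averaged. Groups were compared with limma over all 9 arrays, with Benjamini-Hochberg adjustment and an adjusted p under 0.05 as the threshold. The number of arrays limits the precision.
The arrays differed in how evenly they measured the length of control transcripts. The 3′ probe set of GAPDH exceeded its 5′ probe set by 2.01 to 4.36 on 8 arrays and by 0.20 on that of RIα replicate 3. For β-actin the difference was 2.89 on RIα replicate 3 and 4.95 to 6.29 on the others. RIIβ replicate 3 had the next smallest GAPDH difference and the largest for β-actin. A smaller difference means that the 3′ and 5′ ends were measured more evenly. By both controls RIα replicate 3 was thus the most even array, not the poorest.

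**Figure D1:**
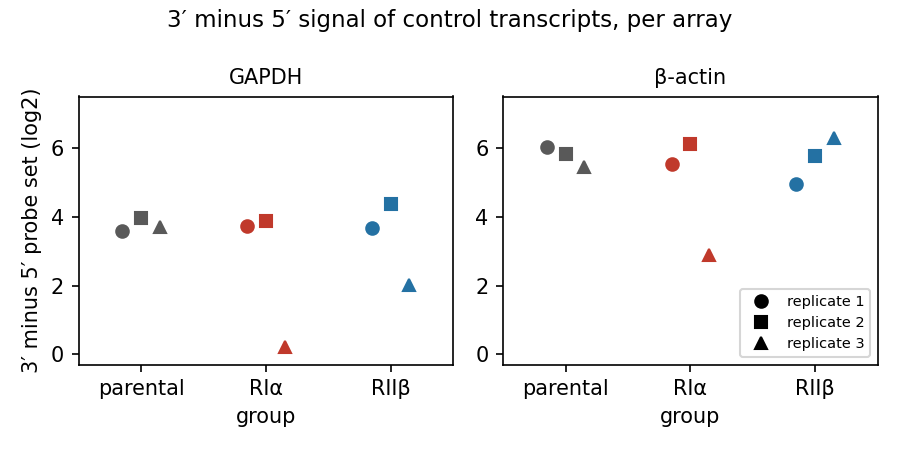
Difference between the 3′ and 5′ control probe sets of GAPDH and β-actin (y axis, log2) for the 3 arrays of each group (x axis), with 1 symbol per replicate. RIα replicate 3 lies below every other array for both transcripts.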

Three biological replicates for each of the two subunit cell lines (RIα and RIIβ) and the parental OVCAR cells were used for microarray measurement analysis using several different platforms including Illumina, Agilent, and Affymetrix [30]. The overall gene expression results were shown to be highly correlated between platforms as illustrated, for example, by the similar results in calculations of selected regulated pathways obtained using either Affymetrix or Illumina (Figure 2C, Figure 3). 

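Gene by gene, the changes on the Affymetrix arrays ran with those that the paper's merged table gives for the Illumina arrays. The part of that table held here has 786 of its 7146 entries, which need not be a random part, and 673 of its genes were measured on the Affymetrix arrays. Across these genes the log2 fold changes of RIα against parental cells correlated with the paper's Illumina values at r = 0.806 (Spearman's rho 0.817), and those of RIIβ at r = 0.771 (rho 0.829). The direction was the same for 76.2% of the genes in RIα and for 81.1% in RIIβ. Of the 199 genes that changed in RIα cells in limma's test, 190 had the same direction on the Illumina arrays, and of the 211 that changed in RIIβ cells, 204 did. For the 44 measured genes of Fig. 3, r with the paper's Illumina values for RIIβ was 0.807. These correlations are across genes, which are not independent replicates, and both platforms measured RNA of the same cells.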

For the purposes of this report, only the microarray measurements generated using Illumina BeadArrays will be used for all data analysis and results unless otherwise specifically indicated. A total of 11,048 genes were called present out of 24,350 genes tested on the arrays and were used as the basis group for further analysis. All present genes are displayed in the heat map in Figure 2B constructed by processing the data using unsupervised hierarchical clustering [18]. In this view, only the gene expression values have been re-sorted and the sample order has been held constant in order to visibly demonstrate both the reproducibility of replicates (r^2 ^> 0.99) [30] within samples as well as the dramatic changes in gene expression by sample type. 

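In RIα cells 2079 genes rose and 1946 fell against parental cells, which together is 22.4% of the genes tested. In RIIβ cells 1706 rose and 2263 fell (22.1%), and between RIα and RIIβ cells 2436 genes were higher in RIα and 1904 lower. Among the genes with the largest rise in RIα cells were OLR1, a receptor for oxidized lipoprotein, by a log2 fold change of 7.53 (standard error 0.19, adjusted p = 1.3e-08 from limma), CDH1, the epithelial cadherin, by 5.88, GJB2, a gap junction connexin, by 5.53, and ID2, an inhibitor of helix-loop-helix factors, by 5.32. TMEM52B rose by 5.34, GALNT3, an enzyme of O-glycosylation, by 5.15, and ABCB1, a drug efflux transporter, by 4.69. The falls in RIα cells include TFPI2, a protease inhibitor, with a log2 fold change of -6.46, MMP1, a collagenase, with -6.22, and the chaperone CLGN and the sulfotransferase HS6ST2, both with -5.46. In RIIβ cells IL13RA2, an interleukin 13 receptor, rose by 7.18, the cancer-testis antigens MAGEA6 and MAGEA12 by 6.99 and 5.65, the collagenase MMP13 by 5.55, the nuclear receptor NR2F1 by 5.55 and the collagen COL5A2 by 5.24. CNN3, an actin-binding calponin, fell by 7.04 in RIIβ cells (standard error 0.18, adjusted p = 1.2e-08 from limma), and PRTFDC1, the imprinted gene MEST and TCEAL8 had log2 fold changes of -6.30, -6.25 and -5.13. With no filter, which averages in further probe sets, CDH1 rose by 3.06 (adjusted p = 3.8e-08) and GALNT3 by 2.62 (adjusted p = 8.9e-07). Several of these genes moved in the same direction in the other transfectant (adjusted p of at most 0.00045): in RIIβ cells ID2 rose by 2.97, CDH1 by 2.83, GALNT3 by 2.58 and GJB2 by 2.26, and TFPI2, HS6ST2 and MMP1 had log2 fold changes of -3.45, -2.37 and -1.48, while NR2F1 rose by 3.25 in RIα cells. Large changes in both transfectants were also seen: the ubiquitin gene UBB rose by 8.40 in RIα and 8.23 in RIIβ cells, the membrane protein MAL2 by 7.17 and 6.74 (0.43 higher in RIα than in RIIβ cells, adjusted p = 0.034) and PDCD10 by 6.47 and 6.50, while the falls were -6.57 and -6.59 for the calcium-binding protein CALB1, -6.01 and -6.28 for the matrix protein TGFBI, -6.42 and -6.24 for ZNF542P, -5.56 and -5.33 for TSPYL5, -5.53 and -5.36 for the tubulin TUBB2B and -5.13 and -5.04 for ARMCX1. Many of these genes lie below the 25th percentile of the arrays in the lower of the groups compared, such as OLR1 (3.85), TMEM52B (3.89), GJB2 (4.03) and CDH1 (4.66) in parental cells, so that such fold changes are lower bounds and their rank is not exact. At the paper's thresholds for p, false discovery rate and fold change or Z ratio, with limma's p in place of the Z test, 548 genes rose and 723 fell in RIα cells and 534 rose and 787 fell in RIIβ cells. A change of at least 4-fold was seen for 123 genes up and 281 down in RIα cells, and for 157 up and 238 down in RIIβ cells.
The squared correlation of replicate arrays over the retained probe sets was 0.986 to 0.991 for parental cells, 0.904 to 0.984 for RIα cells and 0.924 to 0.965 for RIIβ cells. The lowest values, 0.904 and 0.911, were those of RIα replicate 3 with the other RIα arrays. Leaving out any 1 parental array lowered the number of genes that rose in RIα cells from 2079. It was 1441, 1367 and 1421 without parental replicates 1, 2 and 3.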

A subset of the results from a preliminary pathway analysis of all the data by Gene Set Matrix Analysis (GSMA) [19] focusing on the global regulation of either RIα or RIIβ versus parental is displayed in Figure 2C. Multiple pathways are differentially regulated between RIα and RIIβ cell types including genes related to apoptosis, energy metabolism (mitochondrial pathway), mRNA processing and splicing, and cell cycle. 

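Genes of mRNA splicing were higher in RIα than in RIIβ cells, with 26 of 62 measured members higher, none lower and a median log2 difference of 0.54. They include SRSF6, a splicing regulator, by 2.50 (standard error 0.13, adjusted p = 1.8e-06 from limma), HNRNPL by 1.48, the core spliceosome protein SNRPD3 by 1.43 and SRSF10 by 1.33. Of 56 genes of mitosis and the cell cycle, 19 were higher and 3 lower, with a median of 0.46. CDC20, an activator of the anaphase-promoting complex, was higher by 1.71, and the cyclins CCNB1 and CCNE2 by 1.60 and 1.56, while the mitotic kinesin KIF14 had a difference of -1.57. Of 20 genes of mRNA 3′ processing and export, 4 were higher (median 0.33), among them the export factor NXT1 by 1.27 and the termination factor PCF11 by 0.86. Of 47 apoptosis genes 9 were higher and 4 lower, so that both directions were present: the death receptor FAS was higher by 2.32 and the BH3-only protein BIK by 2.72, and the death receptor TNFRSF21 had a difference of -1.93. Of 19 genes of the mitochondrial step of apoptosis 3 were higher, and of 64 genes of oxidative phosphorylation 8 were higher, such as NDUFA6 by 1.24 and ATP5F1D by 1.31, and 2 lower, such as NDUFB5 at -0.89.
Camera's test of each list against all other genes gave an adjusted p of 8.4e-08 for splicing, 0.00022 for mitosis and 0.022 for 3′ processing, and each became an adjusted p of 0.47 with an estimated correlation. The apoptosis list (median 0.21, adjusted p = 0.097), its mitochondrial step (0.25, adjusted p = 0.05) and oxidative phosphorylation (0.19, adjusted p = 0.13) did not pass. The counts of higher and lower genes adjusted over the list alone were 29 and 0 for splicing, 23 and 4 for mitosis, 3 and 0 for 3′ processing, 13 and 5 for apoptosis, 3 and 0 for its mitochondrial step, and 6 and 1 for oxidative phosphorylation. On RIα replicate 3, which stands apart in its control transcripts, 53 of the 62 splicing genes, 50 of the 64 of oxidative phosphorylation and 16 of the 19 of the mitochondrial step lay above the mean of the other RIα arrays, by medians of 0.36, 0.61 and 0.40. Without that array the mitosis median was 0.25 and that of oxidative phosphorylation -0.07. The 3′ processing list did not pass without RIα replicate 2 (0.33, adjusted p = 0.064) or RIIβ replicate 1 (0.25, adjusted p = 0.18). Nor did it with quantile normalization again (0.21, adjusted p = 0.15), z-transformed arrays (0.24, adjusted p = 0.089) or the GSMA formula (0.33, adjusted p = 0.062). The same held for the brightest probe set (0.49, adjusted p = 0.054) and a stricter filter (0.33, adjusted p = 0.053). Apoptosis passed without RIα replicate 1 (0.25, adjusted p = 0.041), and oxidative phosphorylation without RIα replicate 1 (0.27, adjusted p = 0.022) or RIIβ replicate 3 (0.38, adjusted p = 0.0018). The mitochondrial step passed without any 1 of 5 arrays (parental replicates 1 and 2, RIα replicates 1 and 2, RIIβ replicate 3), with a lowest adjusted p of 0.015. It also passed with the replicate number as a block (0.25, adjusted p = 0.035). Leaving out single arrays also took its median as low as 0.07 and that of apoptosis to 0.06, with adjusted p up to 0.34 and 0.42.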

Interestingly, regulated genes of the RIα and RIIβ cell types versus parental were shown to be concordant with results from a series of experiments in which fifty fibroblast cultures derived from ten anatomic sites were cultured in 10% fetal bovine serum and a stereotyped gene expression program identifying genes that were reproducibly induced or repressed in fibroblasts in response to serum was identified [31]. These genes (Fig. 2C, CHANG_SERUM_RESPONSE_UP or DN) were enriched in RIα and RIIβ cells for up and down-regulation matching serum stimulated (RIα) or serum depressed (RIIβ) gene expression. Furthermore, Chang et al. experimentally derived a subset of serum activated genes which eliminated the contributions of genes directly related to cell proliferation (i.e. directly related to cell cycle progression). Testing of RIα and RIIβ regulated genes against this core group of genes (SERUM_FIBROBLAST_CORE_UP or DN) gave similar results as before, demonstrating that the changes in gene expression induced by these two PKA subunits went well beyond just simple alterations of cell cycle. The genes induced in the fibroblast serum-response program are expressed in tumors, by the tumor cells themselves, and by tumor-associated fibroblasts. They are evident at an early clinical stage and predict increased risk of metastasis and death in breast, lung, and gastric carcinomas [31]. Further concordance of RIα and RIIβ regulated genes was demonstrated with other empirically derived gene expression signatures related to cancer and cancer progression, including, for example, the down-regulation of genes in RIIβ cells related to DNA replication (E2F1_DNA_UP) [32], as well as to genes down-regulated following successful treatment of sarcoma cell lines with Ecteinascidin 743 (ET743_SARCOMA_DN) [33], and to p53-dependent down-regulation of gene expression in the ovarian cancer cell line 2774 following the ectopic expression of p21(CDKN1A) (P21_P53_ANY or MIDDLE_DN) [34]. Conversely, the up-regulation of genes in RIα cells was shown to be concordant with genes up-regulated in mouse skin by the phorbol ester carcinogen, TPA (TPA_SKIN_UP) [35], with genes down regulated in human fibroblasts due to old-age and progeria (OLDAGE_DN) [36], with genes associated with the overexpression of human telomerase in human mammary epithelial cells (HMECs) leading to a diminished requirement for exogenous growth factors (SMITH_HTERT_UP) [37], and to 30 genes whose up-regulation most clearly defined the progression from MM1 to MM4 subgroups in patients with multiple myeloma, correlating to clinical parameters of poor prognosis for this cohort (ZHAN_MULTIPLE_MYELOMA_SUBCLASSES_DIFF) [38]. 

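Genes of DNA replication were lower in RIIβ than in parental cells: of 44 measured, 17 fell, 2 rose and 25 did not pass the test, with a median log2 fold change of -0.51. CDC6, which loads the replicative helicase, fell by 1.44 (standard error 0.14, adjusted p = 8e-05 from limma), and the origin recognition subunit ORC3, GINS1, part of the active helicase, and MCM5 of the helicase had log2 fold changes of -1.34, -1.31 and -1.21, whereas another origin recognition subunit, ORC5, rose by 1.26. In RIα against parental cells 4 members rose and 4 fell, and the list did not pass (median 0.19, camera's adjusted p = 0.48). Between RIα and RIIβ cells, 17 members were higher in RIα and 1 was lower (median 0.67), with MCM10 higher by 1.71. For that comparison camera's adjusted p was 9.7e-07, and an adjusted p of 0.47 with an estimated correlation. On RIα replicate 3, which stands apart in its control transcripts, 32 of the 44 lay above the mean of the other RIα arrays (median 0.37). Adjusted over the list alone, 19 fell and 2 rose in RIIβ cells. Camera gave the fall in RIIβ cells an adjusted p of 6.6e-05, and an adjusted p of 0.87 with an estimated correlation. This list was written from textbook knowledge and is not the signature the paper used. RIIβ replicate 3 and RIα replicate 3, the arrays with the smallest GAPDH 3′ to 5′ difference, bear on the count, although for β-actin RIIβ replicate 3 had the largest difference of all, 6.29: without both, an alternative chosen after seeing the data, 31 members fell and 2 rose in RIIβ cells, with a median of -0.71. Without RIIβ replicate 1 the median was -0.33 (adjusted p = 0.0018).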

Figure 3 illustrates a breakout of one of these correlating gene expression signatures on a gene by gene basis (VERNELL_PRB_CLSTR1) which catalogues a group of genes which are up-regulated by E2F and down-regulated by pRB and p16 in human osteosarcoma cells. GSMA gene set analysis indicated that as a group, these genes were down regulated in RIIβ cells and, as shown in Fig. 3, include the specific down-regulation of genes involved in DNA replication and repair (PCNA, FANCA), and control of the cell cycle, and cell division (CDCA5).

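Of the 44 measured genes of Fig. 3, 19 fell in RIIβ cells, 6 rose and 19 did not pass the test, with a median log2 fold change of -0.32. PCNA, the sliding clamp of DNA polymerase, was at 11.69 ± 0.23 (SD, n = 3) in RIIβ cells and 12.95 ± 0.07 (SD, n = 3) in parental cells and fell by 1.26 (standard error 0.14, adjusted p = 0.00016 from limma). CDCA5, a cohesin regulator needed for chromosome segregation, had a log2 fold change of -0.44 (standard error 0.34, adjusted p = 0.46), which did not pass. The falls also include the growth-response factor EGR1 (-2.17), the chromatin-silencing subunits EZH2 and EED (-1.86 and -1.78) and the CDK inhibitor CDKN1A (-1.09), while CDCA4 rose by 1.74. The paper's own Affymetrix values are smaller in size for EGR1 (-0.86) and EZH2 (-0.75) and near for EED (-1.70). In RIα cells 8 of the genes rose and 4 fell, with a median of 0.33; HAUS1 of the mitotic spindle rose by 1.41 and FST, an activin antagonist, fell by 0.94. PCNA had a log2 fold change of 0.05 (adjusted p = 0.85) there. Compared directly, 25 of the 44 were higher in RIα than in RIIβ cells and 3 were lower.
Camera's adjusted p was 0.0021 in RIIβ cells and 0.022 in RIα cells; with an estimated correlation these became an adjusted p of 0.87 and an adjusted p of 0.58. Adjusted over the list alone, 19 fell and 6 rose in RIIβ cells and 12 rose and 4 fell in RIα cells. The genes are part of a published signature that the study found lower in RIIβ cells, on RNA of the same cells. Their direction in RIIβ cells is therefore not independent evidence. Without replicate 3 of RIα and of RIIβ, an alternative chosen after seeing the data, CDCA5 fell by 0.67 in RIIβ cells (adjusted p = 0.00038). The RIα call of the list was lost without RIα replicate 2 (adjusted p = 0.056). It was also lost with the arrays quantile normalized again (median 0.17, adjusted p = 0.23) or z-transformed (0.16, adjusted p = 0.21). The same held for the brightest probe set (0.27, adjusted p = 0.07) and a stricter filter (0.32, adjusted p = 0.065).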

**Figure 2:**
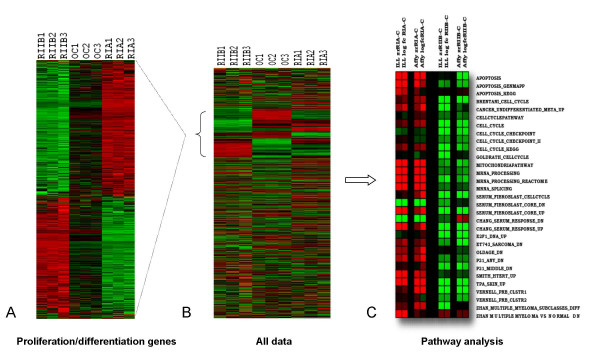
**Heatmap visualization of gene expression data from PKA subunit transfections.** 2A. Combined proliferation/differentiation genes (1933/1660 genes, respectively: Supplementary Data 4) computationally derived from a total of 11,048 genes detected (2B, and Supplementary Data 1). All samples in triplicate (biological replicates), gene expression normalized by rows as well as by individual samples to enhance visualization. 2C. Heatmap of a subset of GSMA enrichment scores using gene lists of pathway and gene signatures from the Broad Institute (MSigDB c2: Curated Gene Sets) (see Supplementary Data 3 for all GSMA scores). Red indicates positive enrichment (median gene expression of all genes in list > 0), green indicates negative enrichment (median gene expression of all genes in list < 0). Datasets tested include z ratios and log fold changes generated for PKA subunits samples using both Affymetrix U133 Plus 2.0 arrays as well as Illumina BeadArrays.

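By the same order of group means, 3381 genes on the Affymetrix arrays had RIα above parental above RIIβ and 3775 the reverse. For 306 genes both steps passed limma's test, 177 of them highest in RIα and 129 highest in RIIβ. Among the large differences of those highest in RIα were those of QPCT, an enzyme that forms N-terminal pyroglutamate, at 10.10 ± 0.19, 6.66 ± 0.17 and 3.81 ± 0.16 (SD, n = 3) in RIα, parental and RIIβ cells, DPYSL2, a microtubule-binding protein, at 10.47 ± 0.28, 8.02 ± 0.12 and 4.84 ± 0.13, the carbonic anhydrase CA2 at 10.29 ± 0.20, 6.27 ± 0.08 and 4.91 ± 0.08, and the noncoding RNA CRNDE at 9.41 ± 0.16, 8.07 ± 0.16 and 4.15 ± 0.05. Highest in RIIβ were, among others, the gap junction connexin GJA1 at 4.00 ± 0.09, 10.08 ± 0.10 and 12.14 ± 0.23 in the same order, IL13RA2 at 4.58 ± 0.09, 5.11 ± 0.12 and 12.29 ± 0.10, LRCH2 at 3.95 ± 0.15, 7.77 ± 0.10 and 9.42 ± 0.17, and TRHDE, a peptidase that inactivates thyrotropin-releasing hormone, at 4.33 ± 0.10, 8.71 ± 0.14 and 9.50 ± 0.21. The lowest mean of each of these genes lies near or below the 25th percentile of the arrays, so the differences are lower bounds, and for IL13RA2 the step between RIα and parental cells, -0.54 (adjusted p = 0.0039), lies at that level. Of the paper's proliferation genes 1292 could be matched, of which 916 (70.9%) had the order RIα, parental, RIIβ and 94.2% were higher in RIα than in RIIβ, against 49.2% of all genes. As a list they were higher in RIα than in RIIβ cells (median 0.66, camera's adjusted p = 1.6e-37), with an adjusted p of 0.12 with an estimated correlation; the study chose them on these samples with another array, so this is not independent evidence of their direction.
The parental mean lay between the other means for 7156 of all genes (39.8%), the RIα mean for 4822 and the RIIβ mean for 5987. Which order was the commoner turned with the scaling: with each array centred on its median 4061 genes were highest in RIα and 2747 highest in RIIβ, and without RIIβ replicate 1 they were 3641 and 3032. The count of 177 was 81, 80 and 89 without parental replicates 1, 2 and 3 and 272 without RIα replicate 3, and the count of 129 was 81 without parental replicate 2 and 79 without parental replicate 3. From the growth and shape of the cells the paper describes an apparent axis, with RIα and RIIβ in opposite directions from the parental cells. It takes the genes whose mean expression follows that order as proliferation genes where RIα is highest and as differentiation genes where RIIβ is highest.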

**Figure 3:**
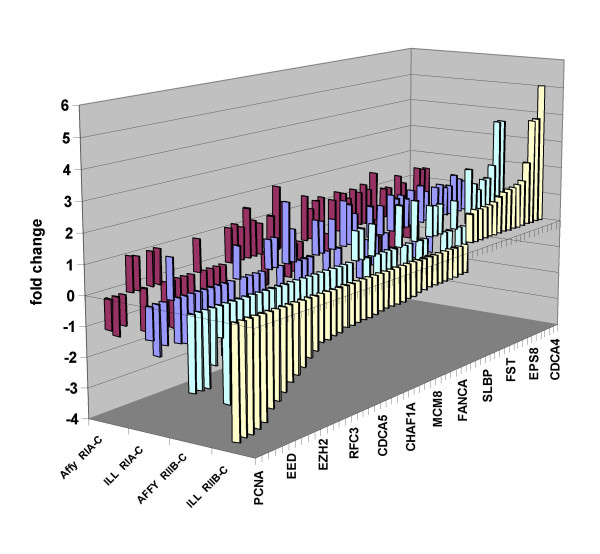
**Graphical representation of a subset of genes taken from one of the genelists tested by GSMA ((Vernell_PRB_Clstr2) and found to be negatively enriched for down-regulated genes in RIIβ transfected cells but not in RIA transfected cells, each relative to parental cells.** Fold changes (fc) derived from either the Affymetrix or Illumina platforms are shown. Featured genes include those involved in cell division.

### Identification and validation of key regulatory genes

Several candidate genes identified in previous studies of ovarian cancer progression were identified in the PKA OVCAR model system by microarray and validated by RT-PCR (Figure 4). These genes include RAB25, a member of the RAS oncogene family, recently implicated in the regulation of cell proliferation and apoptosis in ovarian cancer cells [39] and with reports that tumor cells overexpressing the RAB25 protein were more aggressive and associated with a poorer clinical outcome [40]. A high level of RAB25 protein in patients with either breast or ovarian cancer was associated with an almost 50% reduction in five year survival rates. 

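RAB25, a small GTPase of vesicle recycling, was at 8.45 ± 1.38 (SD, n = 3, log2 scale) in RIα cells, 5.00 ± 0.09 (SD, n = 3) in parental cells and 4.79 ± 0.19 (SD, n = 3) in RIIβ cells on the Affymetrix arrays. This is a log2 fold change of 3.46 against parental cells (11.0-fold, standard error 0.54, adjusted p = 0.0015 from limma) and of 3.67 against RIIβ cells (12.7-fold, adjusted p = 0.001). Between RIIβ and parental cells the log2 fold change was -0.21 (adjusted p = 0.86). Each of the 3 RIα arrays, at 7.83, 7.49 and 10.04, lay above every other array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The highest value is that of RIα replicate 3, the array with the smallest 3′ to 5′ difference; without it the log2 fold change against parental cells was 2.66 and against RIIβ cells 2.87. Neither comparison passed in the alternative that takes each gene's variance from its own 6 arrays without moderation. Its parental and RIIβ means lie near or below the 25th percentile of the arrays, so the fold changes are lower bounds. RAB25 has 1 probe set on the array.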

RAB25 mRNA levels were elevated between 10- (microarray) to 100-fold (RT-PCR), in RIα transfected OVCAR cells relative to either RIIβ transfected or parental OVCAR cells.

**Figure 4:**
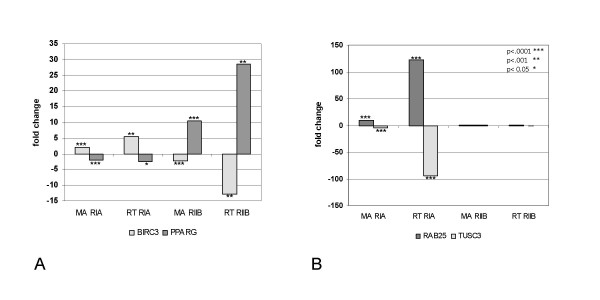
**RT-PCR validation of gene expression changes in selected PKA subunit proliferation/differentiation genes.** The fold changes for selected genes calculated from either RT-PCR (RT) or microarray (MA) are shown. T-test p-values are indicated by asterisks.

The loss of a tumor suppressor gene, tumor suppressor candidate 3 (TUSC3), was seen in RIα cells compared to either RIIβ transfected or to parental OVCAR cells. 

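TUSC3, a subunit of the complex that transfers N-linked glycans, fell by 2.19 on the log2 scale in RIα against parental cells (standard error 0.16, adjusted p = 9.4e-06 from limma), which is a 4.57-fold difference. Its level was 5.51 ± 0.25 (SD, n = 3) in RIα cells, 7.70 ± 0.02 (SD, n = 3) in parental cells and 7.53 ± 0.27 (SD, n = 3) in RIIβ cells. Against RIIβ cells the log2 fold change of RIα cells was -2.01 (adjusted p = 2e-05), and between RIIβ and parental cells it was -0.18 (adjusted p = 0.53). All 3 RIα arrays lay below all others. The gene has 5 probe sets, whose log2 fold changes in RIα cells ranged from -0.41, which did not pass the test on its own (adjusted p = 0.10), to -3.73, the value with the brightest probe set alone.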

Loss of heterozygosity on chromosomal band 8p22 and decreased gene expression of TUSC3 has been associated with an increase of metastatic potential in prostate, colorectal, and ovarian cancer [41-43]. In particular, TUSC3 showed significantly lower expression in grade 3 primary ovarian carcinoma tumors compared with tumors of lower grade or compared with normal controls [41]. Taken together, the dramatic up-regulation of RAB25 and down-regulation of TUSC3 in RIα cells appears to faithfully mimic the activity profiles of proven markers of ovarian cancer clinical progression.

Several other interesting genes displayed direct counter-regulation between RIα and RIIβ cells, including the human baculoviral IAP repeat-containing 3 (BIRC3) gene mRNA. The BIRC3 gene codes for a protein whose function includes the antagonism of the activation of apoptosis-promoting ICE-like proteases. Elevated levels of BIRC3 have been shown by others to promote tumor cell survival [44,45], and the down-regulation of BIRC3 in RIIβ cells may indicate the release of a block to apoptosis which may account for, in part, for the decreased cell number in this cell type. 

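PPARG, a nuclear receptor that drives adipocyte differentiation, was at 9.67 ± 1.33 (SD, n = 3, log2 scale) in RIIβ cells, 6.48 ± 0.31 (SD, n = 3) in parental cells and 5.95 ± 0.20 (SD, n = 3) in RIα cells. It rose in RIIβ cells by a log2 fold change of 3.20 (9.17-fold, standard error 0.53, adjusted p = 0.002 from limma) and was lower in RIα than in RIIβ cells by a log2 fold change of -3.72 (adjusted p = 0.00087). In RIα against parental cells the log2 fold change was -0.52 (standard error 0.53, adjusted p = 0.55), which passed by the study's Z test (adjusted p = 0.043). The RIIβ arrays were spread over 8.33, 9.70 and 10.98, all above every other array. Of 14 genes of adipogenesis and PPARG target genes 4 rose and 4 fell in RIIβ cells (median 0.03, camera's adjusted p = 0.93; 4 and 4 adjusted over the list alone): the fatty acid binding protein FABP4 rose by 3.28, while the lipase LPL and the mitochondrial carrier UCP2 had log2 fold changes of -2.67 and -1.67. In RIα cells 3 rose and 3 fell (3 and 3 over the list alone), and the lipid droplet protein PLIN2 fell by 2.93. The highest PPARG value is that of RIIβ replicate 3, without which the log2 fold change was 2.54; it was 3.87 without RIIβ replicate 1, and the rise did not pass in the alternative that takes each gene's variance from its own 6 arrays without moderation.

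**Figure D2:**
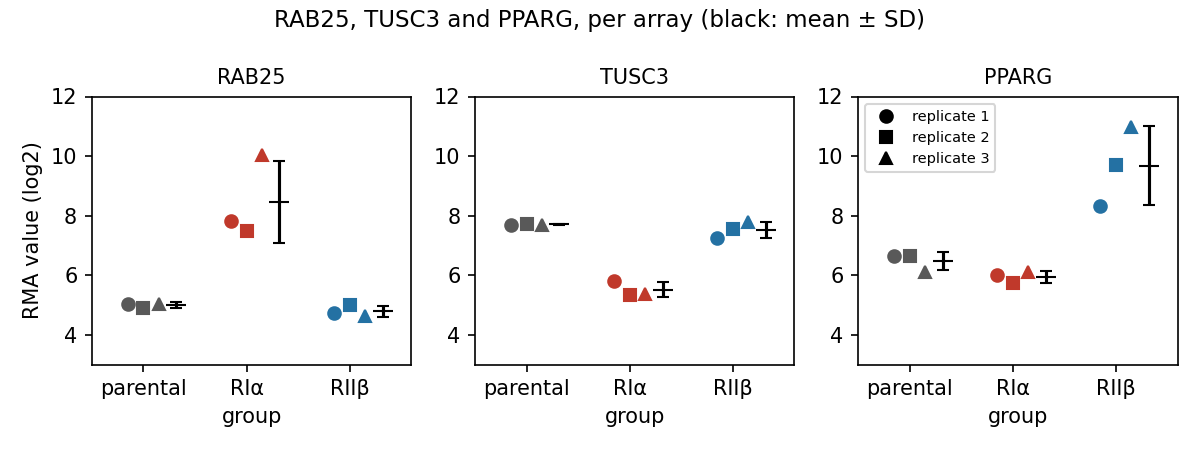
RMA values (y axis, log2) of RAB25, TUSC3 and PPARG in parental, RIα and RIIβ cells (x axis). Each symbol is 1 array, with a shape per replicate, and the black bars give the mean ± SD. RAB25 stands apart in RIα cells, TUSC3 is lowest there, and PPARG is highest in RIIβ cells with values from 8.33 to 10.98.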

Counter-regulation in the opposite direction was displayed by the peroxisome proliferator-activated receptor gamma (PPARG) gene, which was highly up-regulated in RIIβ cells and mildly down-regulated in RIα cells. PPARG is a gene which has been shown to play a pivotal role in the processes of cellular differentiation, adipogenesis, and several reports connect PPARG status with neoplastic processes suggesting that PPARG may act as a tumor suppressor for some tissues and in some cellular contexts [46,47].

### Cross-model validation

PKA regulated genes were tested directly against an unrelated *in vitro* model system of cellular proliferation/differentiation for confirmation that these data were representative of a generic cellular response. A gene expression profile for a time course of human myotube formation (Figure 5A) was used for comparison and will be described in detail elsewhere. Examination of the myotube gene expression profile shows that the major programmatic changes start almost immediately following serum withdrawal and remain relatively constant throughout the time course.

**Figure 5:**
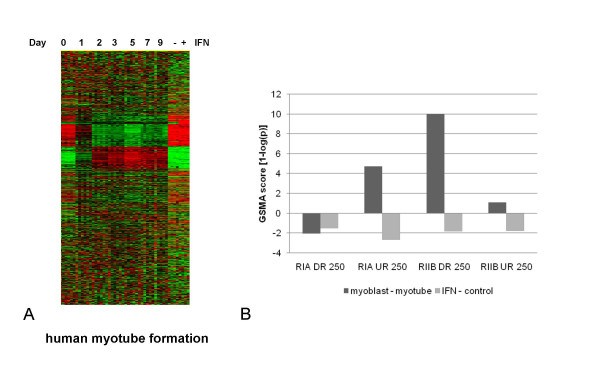
**Cross model validation of PKA subunit regulated genes versus human myotube differentiation genes.A**. Heat map of the hierarchical clustering of gene expression accompanying myotube induction following the withdrawal of serum from myoblasts in culture from baseline (day 0) to day 9. **B**. GSMA results using genelists corresponding to the top 250 RIα and RIIβ significantly up- or down-regulated genes versus either the myotube dataset or IFN-treated myoblasts (as a negative control). Significant concordance between RIα up-regulated and, conversely, RIIβ down-regulated genes with myoblast up-regulated genes is shown. GSMA scores are shown as significance values [1-log(p)] generated from a two-tailed test of the Standard Normal Distribution.

Genelists were derived from the OVCAR data using the top 250 genes (by size of fold change) significantly regulated for either RIα or RIIβ cells versus parental cells as previously described [30] and these genelists were tested against all calculated changes in gene expression between day 2–9 and day 0–1 from the myotube dataset for concordance by Gene Set Matrix Analysis (GSMA) analysis [19]. The results as shown in Figure 5B, demonstrated a highly significant correlation for RIα up-regulated genes ((p < 2E-4) and RIIβ down-regulated genes (p < 1E-11) and the gene expression differences which distinguish myoblasts from myotube cells. Genes up-regulated in rapidly dividing myocytes correlate well with genes up-regulated by RIα or down-regulated by RIIβ in OVCAR cells. These apparently unrelated, and certainly biologically distinct, cell types are connected by a common theme at the level of gene expression.

As a cross check to the GSMA calculations, we decided to test the same dataset/genelist combination using another increasingly popular gene set analysis method, Gene Set Enrichment Analysis (GSEA) [48-50]. In this instance, genelists derived from significantly regulated genes in the myotube/myoblast dataset were used as positive controls and OVCAR PKA subunit significant genelists derived from three different commercial platforms [51] were tested simultaneously against the entire myoblast/myotube dataset. GSEA, without supervision, grouped all the submitted genelists in the predicted direction (Table 1), i.e. RIIβ up-regulated and RIα down-regulated genelists were associated with myotube formation (MYO_UP), while RIα up-regulated and RIIβ down-regulated genelists were associated with myoblasts (MYO_DOWN). In GSEA, the difference data is rank ordered from the largest positive change to the largest negative change (the grey profile at the bottom of each GSEA graph – Figure 6). Genes from the submitted genelists are mapped to this distribution (blue bar code) and enrichment for any particular gene list at either end of the distribution is statistically calculated. The Illumina derived OVCAR gene lists, in particular, performed consistently well, with three of the four lists surviving a stringent permutation estimate of significance (NOM p-val) followed by a multiple comparison correction (FDR q-val < 0.1). The functional annotation of the core group of genes (highlighted in Fig. 6 by red circles) corresponding to the overlap between RIα and myoblast up-regulated genes included genes involved in energy metabolism, mRNA processing, and ribosome formation. Functional annotation of the core group of genes corresponding to the overlap between RIβ and myotube up-regulated genes included genes involved in the formation of extracellular matrix, focal adhesion and cell-cell communication. In the ovarian cancer cell model we have used, a shift in the relative amounts of the RIα and the RIIβ regulatory subunits of PKA is sufficient to trigger a programmatic shift that both morphologically and at the level of gene expression looks very much like a generic program of cellular proliferation and differentiation.

**Table 1:** GSEA gene set analysis of PKA subunit regulated genes versus human myotube differentiation data.

**NAME**	**SIZE**	**ES**	**NES**	**NOM p-val**	**FDR q-val**
**MYOTUBE_UPREG**	**250**	**0.889**	**1.607**	**0.007**	**0.005**
**RIIB_UPREG_OC_AFFY_TOP250**	**143**	**0.335**	**1.465**	**0.008**	**0.037**
**RIA_DOWNREG_OC_ILLUMINA_TOP250**	**225**	**0.357**	**1.368**	**0.03**	**0.057**
**RIIB_UPREG_OC_ILLUMINA_TOP250**	**199**	**0.337**	**1.363**	**0.037**	**0.048**
**RIA_DOWNREG_OC_AFFY_TOP250**	**157**	**0.317**	**1.221**	**0.14**	**0.145**
					
**MYOTUBE_DOWNREG**	**250**	**-0.857**	**-1.563**	**0.007**	**0.014**
**RIIB_DOWNREG_OC_ILLUMINA_TOP250**	**222**	**-0.418**	**-1.496**	**0.012**	**0.021**
RIA_UPREG_OC_ILLUMINA_TOP250	175	-0.305	-1.148	0.254	0.51
RIIB_DOWNREG_OC_AFFY_TOP250	178	-0.296	-1.038	0.369	0.451
RIA_UPREG_OC_AFFY_TOP250	153	-0.24	-0.932	0.591	0.563

The top 250 up- or down-regulated genes from either RIα or RIIβ cells were derived from independent measurements made on either Affymetrix or Illumina microarrays and tested against the results of a human myotube versus myoblast comparison dataset. Bolded rows indicate statically significant results (FDR q-val < 0.25). MYOTUBE_UP and MYOTUBE_DOWN are control genelists derived from the top 250 up- or down-regulated genes derived directly from the myotube dataset. Size refers to the number of genes in the dataset found using a particular gene list, ES = enrichment score, NES = normalized enrichment score, NOM = nominal p-value following permutation analysis, FDR = false discovery rate (multiple comparisons correction), FWER = family wise error rate. For a complete discussion of this method see GSEA Algorithm.

**Figure 6:**
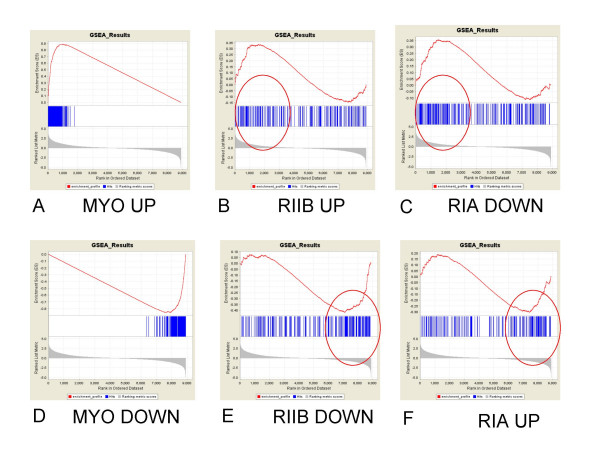
**GSEA gene set analysis of PKA subunit regulated genes versus human myotube differentiation data.** The top 250 RIα, RIIβ, and myotube significantly up- and down-regulated genes are graphically displayed as indicated across a rank ordered distribution of all myotube versus myoblast changes in gene expression. The red curves report the values of a modified Kolmogorov-Smirnoff cumulative statistic [50] across the distribution of all changes in gene expression (of the myotube dataset). The peak of the curve (either above or below the midpoint of zero) becomes the maximum enrichment score (ES) which is normalized by gene list size to generate a normalized enrichment score (NES) and tested for significance by permutation analysis (NOM p-val, as reported in Table 1). Myotube up- or down-regulated genelists were used as positive controls. RIIβ and RIα up- and down-regulated genes are shown to cross correlated with myotube changes in gene expression (red circles indicate areas of enrichment).

## Discussion

We chose to characterize RIα and RIIβ transfected ovarian cancer cells where the relative levels of Type I and Type II PKA isozymes have been deliberately shifted with obvious and profound consequences (Fig. 1C–E). It appeared likely that these effects would also be paralleled at the level of gene expression and they were indeed reproducible and profound (Fig. 2B). In order to directly investigate the apparent antagonistic effects of RIα and RIIβ in ovarian cancer cells at the gene expression level, a large group of genes was identified solely on the basis that their gene expression progressed through the RIα-parental-RIIβ axis and these genes were tested for biological relevancy by looking for patterns of functional enrichment of genes involved in proliferation (RIα > parental > RIIβ), or differentiation (RIα < parental < RIIβ). We performed gene set analysis on these data and showed that the association of RIα and RIIβ with proliferation/differentiation genes was consistent with the resulting patterns of GSMA enrichment scores, a subset of which is featured in Fig. 2C. One particularly striking example of this enrichment was the precise overlap of RIα and RIIβ with up- and down-regulation in the Chang serum response data [31]. The Chang study investigated aspects of cancer invasion and metastasis that appear to overlap with the gene expression pattern of wound healing (modeled by response to serum exposure) since genes induced in the fibroblast serum-response program are often found to be coordinately up-regulated in many human tumors as well [31]. Our data tends to support their hypothesis of a connection since RIα-induced gene expression not only correlates well with a positive response to serum but also simultaneously significantly up-regulates genes, like RAB25 (Fig. 4), independently associated with advanced metastasis in ovarian cell cancer.

Over-expression of RAB25 in both breast and ovarian cancer cells reportedly decreased apoptosis and increased proliferation of these cells in culture and increased their aggressiveness in vivo [52]. RAB25 was among a group of genes whose overexpression distinguished ovarian/primary peritoneal serous carcinoma (OC/PPC) from diffuse peritoneal malignant mesothelioma (DMPM), two highly aggressive tumor types which are closely related, both morphologically and histogenetically [53]. All evidence to date suggests that increased RAB25 gene expression (both by increases in DNA copy number as well as accompanying increases in mRNA expression levels [54]) is specifically associated with ovarian cancer progression and our results demonstrate that elevated levels of the RIα PKA regulatory subunit can lead directly to elevated levels of RAB25 in ovarian cancer cells. Similarly, the TUSC gene encodes a protein with oligosaccahryl transferase activity which was originally identified as a homozygous deletion in metastatic prostate cancer [42]. TUSC3 has since been shown to be hypermethylated in acute lymphoblastoid leukemia (ALL) cells [55], as well as in cervical intraepitelial neoplasia [56], and to be specifically associated with loss of heterozygosity (LOH) on chromosomal band 8p22, a common event in several epithelial tumors including ovarian carcinoma [41]. Significantly lower expression of TUSC3 was correlated with an increase in clinical grade severity in a study of 58 primary ovarian carcinoma tissues [41]. The overexpression of RIα PKA regulatory subunit leads directly to significantly decreased levels of TUSC3 in the OVCAR PKA subunit model system.

We have accumulated evidence from cell growth and morphology, from pathway involvement in global gene expression patterns, and from key regulatory genes which act as biomarkers for clinical ovarian cancer progression, that the transfection of PKA regulatory subunits in an ovarian cancer cell line directly controls cell fate along an axis which we have characterized as proliferation/differentiation (RIα-parental-RIIβ). We tested this characterization directly by correlating significant changes in gene expression derived from the OVCAR model system against the entire dataset of gene expression changes generated from an *in vitro* model system of human myotube formation using both a parametric (GSMA) and a non-parametric (GSEA) approach. Both analytical techniques returned results, without supervision, which indicated a significant overlap between the two model systems.

While it is always hazardous to extrapolate without hesitation from immortalized cell lines in tissue culture into the behavior of cells in an intact environment under various physiological conditions and stresses, cell lines, however, are still widely used as *in vitro* models in cancer research because they are relatively easy to handle, and are a renewable resource that can be grown in almost infinite quantities [57]. In general, they exhibit a relatively high degree of homogeneity and preserve *in vitro*, the genetic aberrations unique to their parent histology from which they were derived despite the fact that they are prone to a measurable level of genotypic and phenotypic drift during their continual culture [58]. Despite these caveats we have demonstrated that an established ovarian epithelial cancel line, OVCAR8, can be manipulated by the selective overexpression of PKA regulatory subunits into states, which at the level of gene expression, are clearly associated with either progression or differentiation. We show that these states are both general (canonical pathway regulation) as well as specifically correlated with patterns of gene expression related to cancer progression as reported from other publicly available microarray studies. We provide evidence on a gene-by-gene basis that biomarkers specifically associated with poor prognosis in ovarian cancer (elevated levels of RAB25, decreased levels of TUSC3) are dramatically elevated by RIα over expression in a cell line which may well be acting, in this case, as a stage-specific surrogate to a full blown ovarian cancer cell malignancy. Finally, we provide evidence that this stage-specific transition can not only be triggered solely by the differential expression of PKA regulatory subunits but also correlates well with an, otherwise, unrelated model system of proliferation/differentiation generated by the mapping of gene expression changes between myoblast and myotube cells.

## Conclusion

The overexpression of PKA regulatory subunits in an ovarian cancer cell model has been used to show that cells enter either a hyperproliferative (RIα) or a quasi-quiescent (RIIβ) phenotypic state which, at the level of gene expression, mimics changes in gene expression associated with good or poor prognosis in ovarian cancer clinical outcomes. These patterns of gene expression are also clearly related to a more generalized pattern of gene expression in other model systems of cellular proliferation and differentiation. Taken altogether, these observations support the conclusion, already suggested by a great deal of previous work, that whether causative or in part as a reaction to other cellular events, the state and condition of PKA remains a fundamental determinant of cell fate.

## Abbreviations

Riα: RI alpha; RIIβ: RII beta; GSEA: Gene Set Enrichment Analysis; GSMA: Gene Set Matrix Analysis; PAGE: Parametric Analysis of Gene Enrichment.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MN performed the cell culture, transfections, Western and Northern blots. CC and TW performed the microarray assays. CC performed the QRT-PCR, carried out the statistical analysis, and drafted the manuscript. JCH and AR contributed the myotube data. KCB and YSC-C participated in the design of the study. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional file 1 **Data** Click here for file

Additional file 2 **Table** Click here for file

Additional file 3 **Table** Click here for file

Additional file 4 **Table** Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

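Gene expression was measured on Affymetrix U133 Plus 2.0 arrays in parental OVCAR8 cells and in OVCAR8 cells transfected with the RIα or the RIIβ subunit of PKA, with 3 biological replicates per group and 9 arrays in all. Every culture had received 60 μM zinc sulfate for 6 days. The arrays called RIα and RIIβ are those that carry these labels. The deposited log2 values were made by the authors with RMA, which corrects background, quantile normalizes across arrays and summarises the probes of each probe set. The submitters' processing notes name Affymetrix Expression Console and RMA, and the paper names web-based Bioconductor software; versions are not given in the sources used here. Image files, the Illumina arrays and the Agilent arrays were not analysed here. Illumina fold changes set beside the Affymetrix values are the paper's own, from its tables.
The file holds 54675 probe sets, of which 62 controls were left out. By the platform table, 41091 have 1 gene symbol, 1801 several and 11721 none; the last are unnamed here, not without a gene. Genes were named from probe sets with 1 symbol only. Probe sets below the 25th percentile of their array on all 9 arrays were removed, which left 44525, and the mean over the retained probe sets of a gene gave 17993 genes. None of the 36 pairs of arrays were identical. Genes of the Y chromosome and XIST are not named. Some genes the paper names and some control probe sets are not reported here.
RIα with parental, RIIβ with parental and RIα with RIIβ cells were compared by linear models with moderated variances (limma 3.58.1 in R 4.3.3, with statmod 1.5.0) over all 9 arrays, and p-values were adjusted by the method of Benjamini and Hochberg. Every adjusted p of a gene in the text is from limma unless another test is named, and every adjusted p of a list is from its function camera. A gene was called at an adjusted p under 0.05. Counts at the study's thresholds took p of at most 0.001, a false discovery rate of at most 0.1 and either a fold change of at least 2 or a Z ratio above 3. Single genes were also tested by two-sided exact permutation, in which 3 arrays against 3 cannot give a p under 0.1. Lists were tested by camera with a preset correlation of 0.01, with a correlation estimated from the arrays, and with the formula of the paper's GSMA.
The 32 gene lists, the rule for named genes, the comparisons and all alternatives but 1 were set before the data were examined. With the preset correlation 11 lists were higher and 3 lower in RIα than in parental cells, 1 higher and 2 lower in RIIβ than in parental cells, and 10 higher and 3 lower in RIα than in RIIβ cells. With an estimated correlation none passed, the lowest adjusted p being 0.071, 0.87 and 0.12; 3, 0 and 5 lists had an unadjusted p under 0.05, and the GSMA formula called 11, 2 and 9. Named genes are the 10 that rose most and the 10 that fell most against parental cells in each transfectant among called genes whose arrays all lie on 1 side of the parental arrays, the genes the paper names, up to 4 called members of each list per comparison, and 4 genes each way on the axis. Illumina values of some of them, among them ABCB1, PPARG and the genes of Fig. 3, are in the paper's tables and had been seen.
Alternatives changed the filter, the summary per gene, the scaling, the model, the test and the list test, and left out each array in turn. The alternative chosen after seeing the data leaves out RIα replicate 3 and RIIβ replicate 3, the arrays with the smallest difference between the 3′ and 5′ control probe sets of GAPDH. These arrays measured GAPDH most evenly, so the arrays that remain are not the better ones by that control. The steps were tested on simulated data with the arrays' own spread: of 50 genes changed by a log2 of 0.5, 1, 2 and 4, the comparison of RIα with parental cells recovered 18, 37, 44 and 50, and 5 of 17793 unchanged genes were called.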

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

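The tests of opposed effects, of arrays that are not shared, of shared parental arrays, of long stretches of the genome and of RIα replicate 3 were chosen after the result was seen.
Against parental cells 306 genes changed in opposite directions in the RIα and the RIIβ transfectants, by tests of both steps. Among these, the gap junction gene GJA1 had a difference of -8.14 between RIα and RIIβ cells (adjusted p = 1.9e-09), a lower bound in size, since its RIα mean of 4.00 lies below the 25th percentile of the arrays. The CDK inhibitor CDKN2B fell by 2.27 in RIα cells and rose by 1.28 in RIIβ cells, a difference of -3.54 (adjusted p = 1.4e-05).
Outside the genes the paper discusses, 10 genes were at least 8-fold higher and 53 at least 8-fold lower in both transfectants than in parental cells. Independent lists of the same sizes would share 0.1 and 0.6. These values take no account of the parental arrays that both comparisons share. The ubiquitin gene UBB was higher by 8.40 in RIα cells, with a parental mean of 5.48 against 13.88, from 1 probe set. PKIB, an inhibitor of the PKA catalytic subunit, was higher by 5.96 in RIIβ and by 1.15 in RIα cells. Both are lower bounds, since its parental mean of 4.53 lies below the 25th percentile of the arrays. The GAPDH control difference between 3′ and 5′ probe sets was 0.20 on RIα replicate 3.
The first pattern is the order of the groups: the parental mean is in the middle for 39.8% of genes. Opposed net changes are argued against for most of the genes called in both transfectants: of these 2178 genes, 306 (14.0%) went opposite ways. Both calls share the parental arrays. With no array shared by the RIα and RIIβ changes, their covariance was 0.158 to 0.235 over 36 choices of arrays. Genes with large changes add most to a covariance, so it does not speak for most of all genes. Residuals of RIα and RIIβ arrays with the same number correlated at 0.41 to 0.43, so a pairing of these cultures could add to the covariance. Counting the sign of every gene, small changes included, is less clear, with 37.2% to 51.8% opposed and 31 of the 36 choices below all pairings of RIα changes with RIIβ changes of other genes. Chance or unrelated effects cannot be told apart from opposition in some genes, since the 39.8% lies between simulated unchanged groups (32.6% to 34.5%) and the pairing of other genes (48.8% to 50.9%, mean 49.8%), which leaves out the error of the shared parental arrays; the bound set in advance for them lay just above the simulated range and was wrong, because unrelated effects raise the share toward 49.8%. Opposition limited to some genes, or beneath a change common to both transfectants, stays open.
The second pattern is the size of the difference from parental cells, with 4025 genes called in RIα and 3969 in RIIβ cells, and 711 up and 1161 down in both (197 and 245 for independent lists, 0.01 each for simulated unchanged groups sharing the controls). Shared parental arrays are argued against as the whole cause. The covariance of the changes was 0.222, remained at least 0.158 with no array shared, and was 0.0143 to 0.0171 in simulations. Part of the overlap may still come from the shared arrays. The correlation of 0.50 lies within the range of the same simulations, 0.47 to 0.53, so it cannot tell a common change from shared parental arrays. With no array shared it was 0.25 to 0.52. The possible pairing of RIα with RIIβ cultures named above could add to the covariance as well. A copy number difference between cell populations may contribute: fold changes of adjacent genes correlated at 0.136 in RIα and 0.171 in RIIβ cells (highest of 1000 shuffles 0.021 and 0.023) and those of genes 11 to 20 places apart at 0.046 and 0.065 (highest 0.008 each), which co-regulated neighbours could also give. Cells of another line cannot be told apart from this: in RIα cells the highest median among 8 lists of other tissues was 0.01, in RIIβ cells it was 0.13 for the colon list (adjusted p = 0.047, an adjusted p of 0.87 with an estimated correlation, and 0.05 with an adjusted p of 0.14 without RIIβ replicate 1), and a line of the same tissue would raise none; selection by the vector stays open as well, as no vector-only array was analysed here. Of the 10 splits of the 6 arrays in each comparison, 1 called as many genes as the real one (4025, 3969 and 4340 for RIα with RIIβ cells; highest other 0 each), and 10 splits are too few for a share under 0.05.
The third pattern is RIα replicate 3, whose r² with the other RIα arrays was 0.904 and 0.911. RNA or labelling quality that differed between arrays is a candidate explanation. GAPDH prompted the test. The other control transcript, β-actin, had a difference of 2.89 there and 4.95 to 6.29 on the other 8 arrays, which is 1 transcript only. Both controls were measured more evenly along their length on RIα replicate 3, so they do not mark it as the poorer array. The deviation of the array correlated at 0.36 between probe sets of the same gene, against 0.62 for the change from parental to the other RIα arrays (6658 genes), but its SD was also smaller (0.65 against 0.82), so probe sets moving apart cannot be told apart from a smaller change. Another growth state of that culture cannot be told apart either, since the larger of the deviations of the DNA replication and mitosis lists from all genes was 0.42, between the bounds set.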

How the results depend on the processing

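The set without replicate 3 of RIα and of RIIβ was chosen after seeing the data. Leaving out single arrays kept 355 values of the main results and changed 3 to weaker, 8 to stronger and 12 by more than their spread; the other settings kept 423, with 18 weaker, 4 stronger and 34 moved. For named genes and other lists these settings kept 1716, with 69 weaker, 23 stronger and 1 reversed. For each change below the cause was not tested. The number of arrays and the low signal of many probe sets limit small changes. In the simulation changes of 0.5 were found in 18 of 50 genes. There 17793 of 17993 genes were unchanged, whereas 4025 were called in RIα cells. The adjustment of p depends on that share, so recovery in the data may differ.
With camera's estimated correlation no list passed: DNA replication in RIIβ (-0.51), the Fig. 3 genes in RIα (0.33) and RIIβ (-0.32), and, RIα against RIIβ, mitosis (0.46), splicing (0.54) and 3′ processing (0.33). The Fig. 3 genes in RIα and 3′ processing also did not pass with the brightest probe set (0.27 and 0.49), the stricter filter (0.32 and 0.33), quantile normalization again (0.17 and 0.21) or z-transformed arrays (0.16 and 0.24), nor 3′ processing by the GSMA formula (0.33). The mitochondrial step of apoptosis (0.25) passed with only the 2 groups compared (adjusted p = 0.049). With the replicate number as a block (replicate block) it passed too (0.25, adjusted p = 0.035), and 2029 genes rose and 1882 fell in RIα cells; whether equal numbers mean cultures handled together is not stated. Residuals correlated over 0.1 in 4 of 9 pairs with the same number, in all 3 of RIα with RIIβ arrays (0.41, 0.41 and 0.43) and 1 of 6 with parental arrays (-0.48 to 0.21), so a pairing of RIα with RIIβ cultures stays possible.
The platform correlations were 0.817 and 0.829 by Spearman, 0.78 and 0.742 with the brightest probe set, and 0.797 and 0.743 without both replicates 3. In that last setting both axis steps passed for 354 genes highest in RIα, CDCA5 fell in RIIβ cells (-0.67), and PRKACA, at 0.02 between RIα and RIIβ cells, was -0.41 (adjusted p = 0.046; 0.24 to 0.96 under the other settings), where 1 of its 2 probe sets also leaves through the filter, so this is not the effect of the arrays alone. Parental replicates 1 and 3 had an r² of 0.989 with no filter and 0.982 with the stricter filter, and RIIβ replicates 1 and 3 of 0.886 with the latter.
Counting probe sets gave 3666 up and 3964 down in RIα, 3311 and 4261 in RIIβ and 4559 and 4023 between them (1320 and 1772, 1316 and 1960, 1792 and 1521 at the study's thresholds), axis orders of 7794 and 10323, and 286 and 211 with both steps. By the study's Z test 3153 genes rose in RIα cells and 3329 rose and 3470 fell in RIIβ cells, and PPARG passed in RIα cells (-0.52, adjusted p = 0.043). These calls used an adjusted p under 0.05, not the study's thresholds. By a two-sided t-test with equal variances RAB25 (3.46, adjusted p = 0.068, and 3.67, adjusted p = 0.08) and PPARG in RIIβ cells (3.20, adjusted p = 0.067) did not pass, 850 genes were higher and 772 lower in RIα than RIIβ cells (272 and 323 at the study's thresholds), and 320 rose in RIα cells at those thresholds.
Leaving out single arrays gave 80 to 272 genes with both steps highest in RIα and 79 to 150 highest in RIIβ, 1367 to 2322 genes up in RIα cells, platform correlations of 0.788 to 0.809 and 0.742 to 0.782, and list medians of 0.07 to 0.31 (mitochondrial step), 0.06 to 0.27 (apoptosis), -0.07 to 0.38 (oxidative phosphorylation), 0.22 to 0.36 (Fig. 3 genes in RIα) and 0.25 to 0.42 (3′ processing).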

Differences from the paper's values

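The setting without replicate 3 of RIα and of RIIβ was chosen after seeing the data; the others named in this part were set before. The replicate r² was 0.933 (SD 0.0442) for RIα and 0.949 (SD 0.0224) for RIIβ arrays, where the paper's value, for the Illumina arrays, is above 0.99. Without a filter they were 0.951 and 0.964 and with the stricter filter 0.905 and 0.926, and both settings differ from the paper's value as well. The parental r² was 0.988.
The order RIα, parental, RIIβ was found for 3381 genes and the reverse for 3775, against the paper's 1933 and 1660 on the Illumina arrays. None of the alternatives set before the data were examined comes within 1.5 times of both counts or of either. As shares of the genes in each analysis they are 18.8% and 21.0% here against 17.5% and 15.0% in the paper, so the number of genes enters into the difference. The analysis held 17993 genes against the paper's 11048 called present; with the stricter filter they were 14820, within 1.5 times of the paper's number, and with no filter 19775, which is not.
The paper states that PPARG was lower in RIα cells. Here the log2 fold change was -0.52 (adjusted p = 0.55), which did not pass, and it passed by the study's Z test (adjusted p = 0.043). The paper lists CDCA5 among the genes lower in RIIβ cells; here its log2 fold change of -0.44 lies near the paper's own -0.42 (Affymetrix) and -0.43 (Illumina) and differs only in the call (adjusted p = 0.46), and without replicate 3 of RIα and of RIIβ, a setting chosen after seeing the values, it was -0.67 (adjusted p = 0.00038). PCNA, named beside it, fell by 1.26 (adjusted p = 0.00016). Among the genes of Fig. 3, EGR1 (-2.17) and EZH2 (-1.86) fell further in RIIβ cells than by the paper's own Affymetrix values (-0.86 and -0.75). Of the 44 measured genes, 6 differed from those values by over 0.5 and 41 had the same sign. The cause was not tested. The paper reports genes of apoptosis and of the mitochondrial pathway as differing between RIα and RIIβ cells; the lists used here, which are not the paper's, had medians of 0.21 (adjusted p = 0.097) for apoptosis and 0.19 (adjusted p = 0.13) for oxidative phosphorylation in that comparison. Leaving out single arrays moved them from 0.06 to 0.27 (adjusted p = 0.42 to 0.041) and from -0.07 to 0.38 (adjusted p = 0.85 to 0.0018), so that oxidative phosphorylation also turned in direction. Against parental cells, the comparison of Fig. 2C, both passed in RIα cells (0.20, adjusted p = 0.034, and 0.41, adjusted p = 0.00021), as did the mitochondrial step of apoptosis (0.35, adjusted p = 0.028), and none of the 3 passed in RIIβ cells (0.00, -0.03 for the step and 0.20 for oxidative phosphorylation; lowest adjusted p = 0.067). By the formula of the paper's GSMA, the method of Fig. 2C, oxidative phosphorylation passed in RIα cells (adjusted p = 1.4e-05) and apoptosis (adjusted p = 0.11) and its mitochondrial step (adjusted p = 0.064) did not. With an estimated correlation none of these passed, and without RIα replicate 3 apoptosis (0.07, adjusted p = 0.22) and its mitochondrial step (0.10, adjusted p = 0.19) did not pass in RIα cells and oxidative phosphorylation was at 0.16 (adjusted p = 0.034).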

Other observations

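The comparison of RIα replicate 3 with the other RIα arrays and the set without replicate 3 of RIα and of RIIβ were chosen after the result was seen. Genes of epithelial junctions and surface were higher in RIα than in parental cells, with 15 of 29 up and 1 down (18 and 1 adjusted over the list alone; median 1.21, adjusted p = 7.7e-10, and an adjusted p of 0.14 with an estimated correlation). They include EPCAM, an epithelial adhesion molecule, by 4.32, and CDS1, a lipid enzyme, by 3.35; in RIIβ cells 9 rose and 2 fell (9 and 4 over the list alone, 9 and 6 without replicate 3 of RIα and of RIIβ), EPCAM by 3.04 and CDS1 by 2.22, and the list did not pass (median 0.10, adjusted p = 0.067). On RIα replicate 3, 18 of the 29 lay above the mean of the other RIα arrays (median 0.33), and without replicate 3 of RIα and of RIIβ the median in RIα cells was 0.88 (adjusted p = 1.4e-09). Of 28 mesenchymal genes 16 fell in RIα cells and none rose (16 and 1 adjusted over the list alone; median -0.65, adjusted p = 1.8e-10, and an adjusted p of 0.071 with an estimated correlation): the matrix protein SPARC and the transcription factor TWIST1 both had -4.98 and the intermediate filament VIM -3.30, and with no filter the median was -0.34. In RIIβ cells 11 fell and 5 rose (13 and 5 over the list alone; median -0.15, adjusted p = 0.077), with S100A4 at 3.49, ANKRD1 at -3.16, COL1A2 at 2.94, SPARC at -2.66 and TWIST1 at 0.16 (adjusted p = 0.75). Against RIIβ cells the transcription factor SNAI2 was at -4.27. Of 55 genes of the extracellular matrix 23 fell and 1 rose in RIα cells (the same over the list alone; median -0.24, adjusted p = 7.7e-10, and an adjusted p of 0.14 with an estimated correlation), and in RIIβ cells 16 fell and 9 rose; with the stricter filter the RIα median was -0.37. These directions were the same under each scaling.
A list of metallothioneins, which bind zinc, and of genes of the zinc response was lower in RIIβ cells although all groups had received zinc. Of its 11 genes, which include SLC30A1 and MTF1 that are not metallothioneins, 7 fell and 2 rose (the same over the list alone). The median was -1.91 (adjusted p = 0.0023, and an adjusted p of 0.87 with an estimated correlation). MT1F had -3.36, MT1E -2.99 and MT2A -1.91, and MT1M was at -4.90 in RIIβ and -4.60 in RIα cells. Between RIα and RIIβ cells 8 were higher and 1 lower (median 1.29, adjusted p = 8.1e-05, and an adjusted p of 0.19 with an estimated correlation; 1.97 with the stricter filter and 2.05 with the brightest probe set). On RIα replicate 3, the array apart in its controls, 7 of the 11 lay above the mean of the other RIα arrays. Of 20 NF-κB target genes 9 rose and 2 fell in RIα cells (10 and 3 over the list alone; median 0.42, adjusted p = 0.016, and an adjusted p of 0.50 with an estimated correlation); the chemokines CXCL8, CXCL1 and CXCL3 rose by 3.46, 3.40 and 3.30, and CCL20 fell by 2.97. Of 16 CDK inhibitors and growth arrest genes 5 fell and 1 rose in RIα cells (6 and 1 over the list alone) and 6 fell and 2 rose in RIIβ cells; CDKN2A, the gene of p16, had -4.18 in RIα and -0.86 in RIIβ cells and RB1 rose by 1.62 and 1.10. Of 10 drug transport genes 3 rose and 1 fell in RIα cells (4 and 1 over the list alone), among them ABCG2 by 1.77.
Genes of ribosome biogenesis (11 of 28 up, none down; 13 and 0 over the list alone; median 0.65, adjusted p = 8.6e-06, and an adjusted p of 0.42 with an estimated correlation) and of mitochondrial ribosomal proteins (14 of 55 up, none down; 14 and 0 over the list alone; median 0.59, adjusted p = 0.00022, and an adjusted p of 0.59 with an estimated correlation) were higher in RIα than in parental cells. On RIα replicate 3, 20 of the 28 and 44 of the 55 lay above the mean of the other RIα arrays, by medians of 0.40 and 0.51, and without that array the list medians were 0.42 (adjusted p = 0.00011) and 0.29 (adjusted p = 0.022).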
